A study of Mus musculus with 15 samples.

How the data were processed

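Sections of mouse embryos at embryonic day 10, 11 or 12 (E10, E11, E12) were measured by barcoding in tissue. In this method, barcodes are flowed over a section through parallel microfluidic channels, first in 1 direction and then across it, so that each crossing is a pixel with its own barcode pair. The pixel widths were 10, 25 and 50 µm. Transcripts were counted in 11 libraries, and antibody tags in 4 further libraries made from 4 of the E10 sections. Per the labels' protocols, frozen sections were used, libraries were made with a Nextera XT kit, and paired reads of 100 bases were sequenced on a HiSeq instrument. The aligner, genome build, annotation, use of strand, collapsing of duplicate molecules and pixel filters were not stated in the labels or headers.

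The authors deposited a table of counts per gene symbol (or per antibody) and pixel for each library, with no normalization. A further deposited file gave 2500 barcodes of 16 bases with 2 grid coordinates each, which form 50 rows and 50 columns. Every value read was a whole number of at least 0. In some libraries a gene appeared under an Ensembl identifier in place of its symbol. Of 16 such columns, 15 were matched to a symbol and added to it, which left 30534 of 30544 features. Of these, 29381 matched a gene of GENCODE M21 (build GRCm38), which was used for positions and gene types only, since the build behind the counts is unknown.

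Groups were taken from the labels: stage and pixel width. They held 3 libraries (E10 50 µm), 1 (E10 25 µm), 2 (E10 10 µm), 2 (E11 25 µm), 2 (E11 10 µm) and 1 (E12 50 µm). Replicate numbers were given in accession order except where a title gave one. An antibody library was paired with the transcript library of the same title stem, and its section is called by the replicate number of the transcript library. The labels do not say which embryo or which part of an embryo a section came from. Libraries of 1 group were compared with a chi-square test over genes with at least 100 counts. The statistic was 24.6 to 70.0 times its degrees of freedom in the 6 pairs within groups, so no library was a copy of another.

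Tests, samples, marker lists, the rule for named genes and the alternatives were fixed before the data were examined, unless the text says that a test was chosen later. A pixel was kept as tissue when its total count was at least 0.1 of the 95th percentile of pixel totals in its library. Antibody libraries used the tissue pixels of their transcript library. Counts were summed over tissue pixels per library, and pixels were never treated as replicates. Summed counts were tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM factors, the default filter on low counts by group and a robust fit of 6 group means to all 11 libraries. This left 18233 genes and 5 residual degrees of freedom. P-values are two-sided and were adjusted by Benjamini-Hochberg over all tested genes, with 0.05 as the threshold. Where a group held 1 library, that library was assumed to vary like the other groups. CPM are counts scaled to a total of 1e6 over all gene counts in tissue pixels of a library.

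For each contrast, the genes named are the up to 3 with the largest log2 fold change in each direction among called genes whose libraries did not overlap between groups. Symbols made of Gm and digits or ending in Rik were left out. For the difference between 2 stage changes, the rule on overlap could not apply. The globin and sex-linked genes, the antibodies with a cognate gene, the 5 genes with the highest mean Moran's I per group, and called genes of the marker lists are also named. Of the genes these rules select, 2 are not reported here. Fold changes against a group with no count are lower bounds that set the group at a floor of 3 counts over all its libraries. For the mean of the changes at 10 and 25 µm, the bound is the geometric mean of the bounds at each width. Where a group held 1 to 3 counts, the ratio is given with a 95% counting interval. The lists were red cell, heart muscle, liver, neural progenitor, neuron, eye and pigment, endothelium, epithelium, mesenchyme and cartilage, and muscle and somite, with 6 to 9 genes each, and 5 sex-linked genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty).

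Median counts and genes per tissue pixel were related to pixel width on log2 scales with Pearson's r and Spearman's rho, with 100000 permutations over all libraries and exact permutation within E10. Genes per pixel were also computed after each pixel was thinned to 1000 counts, leaving out shallower pixels. Globin ratios were compared between stages by a two-sided exact permutation test. Spatial structure was measured as Moran's I of log2(count per 10000 + 1) over the 4 nearest neighbours on the grid, for genes seen in at least 5% of tissue pixels. Its background was the largest value after pixels were shuffled. The share of the variance of log2 counts per pixel that rows and columns explained was taken from a linear model with a factor for each row and column. For each antibody with a cognate gene seen in at least 1% of tissue pixels, Spearman's rho across tissue pixels was computed on the log2(count per 10000 + 1) scale. The median over antibodies was set against 10000 random reassignments of antibodies to genes, two-sided. The antibody listed with CD304 was paired with Nrp1, the gene of CD304, although its second name in the file is NPR1. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

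Alternatives for the tests on summed counts were RLE size factors, no filter on low counts, a minimum of 50 counts in 2 libraries, all pixels, only the groups of the contrast, an additive model of stage and pixel width, thinning to the smallest library, leaving out globin, mitochondrial and ribosomal protein genes (393 genes), a replicate block, DESeq2 1.42.0, and leaving out each library. For the other results they were other tissue thresholds, means for medians, counts per area, other thinning depths, other thresholds and neighbours, raw counts, centred log ratios, Pearson's r, and the removal of row and column means. A fit without merged identifier columns and a fit without pseudogenes, and the antibody correlation of the 10 µm section without KIT and ESAM, were added after the data were seen. For the depth, globin and antibody results, each alternative was judged on its p adjusted over the same results as the main value. DESeq2 gave no adjusted p for 0 to 4242 genes per contrast, and these were left without one.

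The tests were tested on simulated data. With 200 of 18233 genes changed 4-fold, edgeR's test recovered 56% for E11 against E10 over both pixel widths, 52% at 10 µm, 26% at 25 µm, 62.5% for 10 against 50 µm at E10, 49% for 10 against 25 µm at E11 and 38% for E12 against E10. For the difference between stage changes it recovered 8.5%. It called 0 to 10 unchanged genes. For Moran's I, 52.5% to 78.5% of 200 genes simulated with a pattern were recovered per library, and all of those with at least 0.5 counts per pixel. Between 0 and 8 genes without a pattern passed. Simulated antibody links were found in 4 of 4 sections, but their median rho was 0.317 to 0.683. The observed medians were 0.0159 to 0.0521, so power for links of that size was not tested.

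Tissue counts per transcript library ran from 1.56M to 12.0M (M, counts divided by 1e6). Intervals and floors cover counting error only, because it is not stated whether reads of the same molecule were collapsed. Genes with near-identical copies, such as Hba-a1 and Hba-a2, Hbb-bs and Hbb-bt, histone genes and processed pseudogenes, are uncertain, since the counting could split their reads. Genes that overlap others on either strand are uncertain for the same reason.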

Results

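Transcripts were counted per pixel in 11 libraries from sections of mouse embryos at embryonic day 10 (E10), 11 (E11) and 12 (E12), with pixels 10, 25 or 50 µm wide. The groups held 3 libraries (E10 50 µm), 1 (E10 25 µm), 2 (E10 10 µm), 2 (E11 25 µm), 2 (E11 10 µm) and 1 (E12 50 µm). Antibody tags for 22 antibodies were counted in 4 of the E10 sections, at 50 µm (replicates 1 and 3), 25 µm and 10 µm (replicate 2). E10 25 µm and E12 50 µm had no replicate, no pixel width was measured at all 3 stages, and the labels do not say which part of an embryo a section covers. Differences between groups can therefore come from region, embryo or batch as well as from stage or pixel width. Intervals and floors given below cover counting error only, and values after ± are standard deviations (SD) between libraries.

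Files held 901 to 2500 pixels, of which 829 to 2271 were kept as tissue in the transcript libraries. Tissue counts (M, counts divided by 1e6) were 11.3, 8.39 and 10.6M in E10 50 µm replicates 1 to 3, 1.56M in E10 25 µm, and 12.0 and 5.30M in E10 10 µm replicates 1 and 2. They were 5.07 and 7.68M in E11 25 µm, 2.57 and 2.74M in E11 10 µm, and 6.50M in E12 50 µm. The median count per tissue pixel was 10077 ± 1627 in E10 50 µm (n = 3), 843.5 in E10 25 µm (n = 1), 3058 ± 1360 in E10 10 µm (n = 2), 3437 ± 1282 in E11 25 µm (n = 2), 1184 ± 78.1 in E11 10 µm (n = 2) and 3560 in E12 50 µm (n = 1). The median number of genes per tissue pixel was 4003 ± 482, 638.5, 1557 ± 573, 1767 ± 558, 762 ± 62.2 and 2001 in the same order. Antibody counts in tissue were 4.82M (E10 50 µm replicate 3), 2.77M (E10 50 µm replicate 1), 2.64M (E10 25 µm) and 1.77M (E10 10 µm replicate 2), with medians per pixel of 4665, 2619, 1430.5 and 657.

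Whether depth followed pixel width was tested across the 11 transcript libraries. Median counts per pixel rose with width (Pearson's r = 0.685, two-sided permutation p = 0.0248, adjusted over counts and genes 0.0248; Spearman's rho = 0.674, p = 0.0331). The 4 libraries at 10 µm tie as farthest from the median width, so each of their 6 pairs was left out, a choice made after seeing the data. For counts, r ran from 0.541 to 0.808 (exact permutation p = 0.0111 to 0.133) and p was under 0.05 for 3 of 6 pairs, so the relation rests in part on these libraries. For genes, r ran from 0.582 to 0.833 (exact permutation p = 0.00794 to 0.1), also with 3 of 6 under 0.05. Counts per square micron moved the result most and in the other direction: they fell with width (r = -0.784, p = 0.00493). The p-value for counts passed 0.05 without E10 50 µm replicate 1 (r = 0.628, p = 0.0596), replicate 2 (r = 0.641, p = 0.0528) or replicate 3 (r = 0.630, p = 0.0582), and without E11 10 µm replicate 1 (r = 0.636, p = 0.0534) or replicate 2 (r = 0.630, p = 0.0562). Within the 6 E10 libraries r was 0.604 (exact permutation p = 0.183). Median genes per pixel gave r = 0.718 (permutation p = 0.0174, adjusted 0.0248; rho = 0.742) in all 11 libraries, 0.631 (exact permutation p = 0.167) within E10, and 0.789 (permutation p = 0.00559) after each pixel was thinned to 1000 counts. Its adjusted p passed 0.05 in the same 5 omissions as that for counts (r = 0.665 to 0.678), where the adjustment set it to the p for counts. Unadjusted, its permutation p ran from 0.00466 to 0.0418 over the 11 omissions. Thinning left 34.0% of tissue pixels in E10 25 µm. The thinned medians differed little, from 691 genes (E11 10 µm replicate 2) to 782 (E10 50 µm replicate 3). They were 777, 741 and 782 in E10 50 µm replicates 1 to 3, and 735 and 697 in E10 10 µm replicates 1 and 2. Most of the difference in genes between these E10 groups before thinning therefore went with depth. In E10, 50 µm pixels held 3.44 times the counts of 10 µm pixels and 2.65 times the genes (n = 3 and 2, exact permutation p = 0.1 for each). In E11, 25 µm pixels held 2.80 times the counts of 10 µm pixels and 2.26 times the genes (n = 2 and 2, exact permutation p = 0.333 for each). These 2 p-values are the smallest possible with these numbers.

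**Figure D1:**
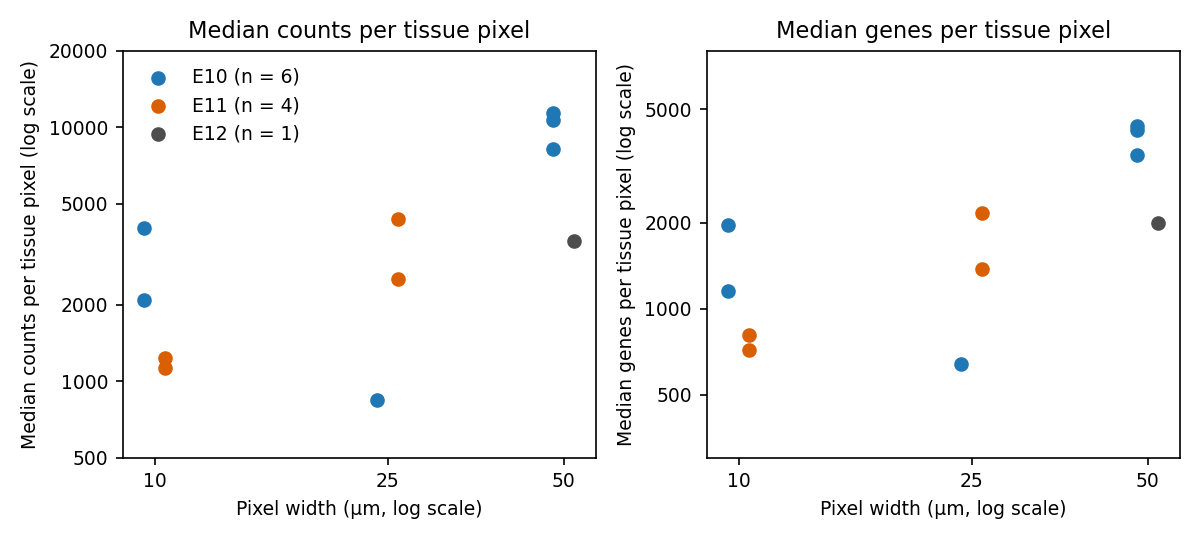
Median counts (left) and median genes (right) per tissue pixel against pixel width in µm, on logarithmic axes. Each point is a library, coloured by stage (E10, n = 6; E11, n = 4; E12, n = 1).

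Which genes differed between E11 and E10 was asked first as the mean of the changes at 10 and 25 µm (n = 4 and 3). By edgeR, 656 of 18233 genes passed an adjusted p of 0.05 (352 higher and 304 lower at E11), against 4217 at an unadjusted p under 0.05, and DESeq2 called 1377. The variation between libraries was 31.8% (common dispersion 0.101). Apart from the omission of libraries, the count moved most with no filter on low counts (1988). It was 144 without E11 25 µm replicate 1, 1240 without E11 25 µm replicate 2, 1465 without E11 10 µm replicate 1, 336 without E11 10 µm replicate 2, 405 without E10 50 µm replicate 3 and 388 without E10 10 µm replicate 2. The genes with the largest rise were Hoxc9 (chromosome 15, 102976439 to 102985099, plus strand), Zfp990 (chromosome 4, 145510759 to 145539188, plus strand) and Serpind1 (chromosome 16, 17331371 to 17343575, plus strand). Hoxc9 held 74.0 ± 84.7 CPM (counts scaled to a library total of 1e6) at E11 and none at E10, at least 27.0-fold as the geometric mean of the bounds at the 2 widths (edgeR adjusted p = 0.00047), and ranged from 0.778 to 163 CPM, since almost all of it lay in the 25 µm libraries. Zfp990 held 13.1 ± 5.09 CPM against none, at least 22.8-fold (edgeR adjusted p = 0.000823). Serpind1 held 10.9 ± 8.65 CPM against none, at least 19.3-fold (edgeR adjusted p = 0.0385), and kept its call in 12 of 22 alternatives. The largest drops were in Eif2s3y (chromosome Y, 1010543 to 1028847, plus strand), with no count at E11 and 40.5 ± 6.22 CPM at E10, at least 105-fold (edgeR adjusted p = 1.07e-05), and in Uty (chromosome Y, 1096861 to 1245759, minus strand), with none against 32.4 ± 10.5 CPM, at least 80.6-fold (edgeR adjusted p = 2.83e-05). RP24-286J21.7, which has no match in GENCODE M21 and so no position, had none against 23.3 ± 1.49 CPM, at least 64.7-fold (edgeR adjusted p = 2.83e-05). When the 7 libraries were regrouped in all 35 ways under a model of stage and width, the real stages called 987 genes. Another grouping, which moved only E11 25 µm replicate 2 to the E10 side, called as many. The regrouping was not made under the fit that gave the 656 calls, so those calls have no such test. Evidence here for a change with stage is therefore weak.

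At 10 µm alone (n = 2 and 2), edgeR called 608 genes (467 higher and 141 lower at E11; 3682 at unadjusted p under 0.05) and DESeq2 called 968. The count was 190 without E10 10 µm replicate 1, 239 without E10 10 µm replicate 2, 1258 without E11 10 µm replicate 1 and 272 without E11 10 µm replicate 2. Zfp990 held 15.9 ± 5.93 CPM against none, at least 92.3-fold (edgeR adjusted p = 0.000786). Serpind1 and Nr1h5 (chromosome 3, 102939658 to 102964133, minus strand) held the same 62 counts, 11.3 ± 14.9 CPM (0.778 to 21.9) against none, at least 67.3-fold (edgeR adjusted p = 0.0384 and 0.0295). They kept their calls in 11 and 13 of 22 alternatives. Eif2s3y had none at E11 against 43.9 ± 3.34 CPM, at least 76.1-fold (edgeR adjusted p = 0.000193), and Uty none against 37.8 ± 7.01 CPM, at least 70.3-fold (edgeR adjusted p = 0.000408). Kdm5d (chromosome Y, 897788 to 956786, plus strand) had none against 25.7 ± 4.26 CPM, at least 47.5-fold (edgeR adjusted p = 0.000408).

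At 25 µm alone (n = 2 and 1), edgeR called 83 genes (39 higher and 44 lower at E11; 2516 at unadjusted p under 0.05) and DESeq2 called 393. The count was 17 without E11 25 µm replicate 1, 53 without E11 25 µm replicate 2, 218 without E11 10 µm replicate 1 and 215 without E11 10 µm replicate 2. Hoxc9 held 146 ± 23.8 CPM against none, at least 74.5-fold (edgeR adjusted p = 0.00147). Hoxa10 (chromosome 6, 52231197 to 52240854, minus strand) held 21.1 ± 3.09 CPM against none, at least 11.2-fold (edgeR adjusted p = 0.0289). Both Hox genes lie in clusters of overlapping genes, and whether strand was used in counting was not stated. The processed pseudogene Rpl29-ps5 (chromosome 18, 30459082 to 30459544, minus strand) held 21.8 ± 11.1 CPM against none, at least 10.5-fold (edgeR adjusted p = 0.0319), and is uncertain because its reads may be shared with its parent. Ddx3y (chromosome Y, 1260771 to 1286629, minus strand) had none at E11 against 48.6 CPM, at least 206-fold (edgeR adjusted p = 0.000103). Eif2s3y had none against 33.9 CPM, at least 144-fold (edgeR adjusted p = 0.000239), and RP24-286J21.7 none against 24.9 CPM, at least 106-fold (edgeR adjusted p = 0.00057). The bounds for genes absent from the single E10 25 µm library were limited by its depth.

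Whether pixel width made a difference within a stage was tested next. At E10, 10 µm against 50 µm (n = 2 and 3) gave 20 calls by edgeR (1 higher and 19 lower at 10 µm; 1978 at unadjusted p under 0.05) and 397 by DESeq2. This count was 0 without E10 50 µm replicate 1 (edgeR, 1618 at unadjusted p under 0.05), E10 50 µm replicate 3 (1281), E10 10 µm replicate 2 (1129), E11 25 µm replicate 1 (2064) or E11 25 µm replicate 2 (2028). It was 12 without E10 50 µm replicate 2, 163 without E10 10 µm replicate 1, 155 without E11 10 µm replicate 1 and 164 without E11 10 µm replicate 2. Hoxa3 (chromosome 6, 52169062 to 52213336, minus strand) had no count at 10 µm against 7.27 ± 4.47 CPM at 50 µm, at least 43.7-fold (edgeR adjusted p = 0.0339). Hoxb3 (chromosome 11, 96323326 to 96347930, plus strand) held 0.0833 ± 0.118 against 9.17 ± 2.10 CPM, 78.3-fold lower (95% counting interval 21.5 to 650; edgeR adjusted p = 0.0339). Foxb1 (chromosome 9, 69757710 to 69760940, minus strand) held 0.0833 ± 0.118 against 8.18 ± 4.73 CPM, 74.3-fold lower (20.4 to 617; edgeR adjusted p = 0.0357). Hoxa3 and Hoxb3 overlap other genes and are uncertain for that reason. These 3 genes kept their calls in 12 of 22, 15 of 23 and 14 of 23 alternatives.

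At E11, 10 µm against 25 µm (n = 2 and 2) gave 378 calls by edgeR (295 higher and 83 lower at 10 µm; 2094 at unadjusted p under 0.05) and 554 by DESeq2. The count was 103 without E11 25 µm replicate 1 and 33 without E11 25 µm replicate 2. The 3 largest rises were in Hist2h2aa2 (chromosome 3, 96239749 to 96240276, minus strand), with 6.88 ± 4.57 CPM against none, at least 28.8-fold (edgeR adjusted p = 0.0176), in the processed pseudogene Rpl35-ps1 (chromosome 2, 66447036 to 66447407, minus strand), with 6.44 ± 1.89 CPM against none, at least 27.2-fold (edgeR adjusted p = 0.021), and in a gene named for a clone of library RP24, which has no match in GENCODE M21, with 5.58 ± 2.94 CPM against none, at least 24.0-fold (edgeR adjusted p = 0.0165). The first has a near-identical copy and the second a parent gene, so both are uncertain. Glra1 (chromosome 11, 55514238 to 55608198, minus strand) had none at 10 µm against 42.0 ± 11.7 CPM at 25 µm, at least 77.4-fold lower (edgeR adjusted p = 0.00112), in all 23 alternatives. Wnt1 (chromosome 15, 98789857 to 98793837, plus strand) had none against 4.55 ± 0.0133 CPM, at least 8.06-fold lower (edgeR adjusted p = 0.0338), and Loxl4 (chromosome 19, 42593982 to 42612813, minus strand) none against 3.18 ± 0.81 CPM, at least 5.42-fold lower (edgeR adjusted p = 0.045). Wnt1 kept its call in 11 of 21 alternatives and Loxl4 in 8 of 21.

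E12 was compared with E10 at 50 µm (n = 1 and 3). By edgeR, 390 genes were called (351 higher and 39 lower at E12; 2619 at unadjusted p under 0.05), and by DESeq2 521. The count was 103, 169 and 98 without E10 50 µm replicates 1, 2 and 3, 157 and 153 without E11 25 µm replicates 1 and 2, and 969 and 953 without E11 10 µm replicates 1 and 2. Ahsg (chromosome 16, 22891277 to 22899449, plus strand) held 71.7 against 0.0397 ± 0.0688 CPM, 2178-fold (95% counting interval 389 to 86192; edgeR adjusted p = 3.18e-05). Tmem8c, which has no match in GENCODE M21, held 21.4 CPM against none, at least 217-fold (edgeR adjusted p = 0.00264), and Hoxd11 (chromosome 2, 74679557 to 74687016, plus strand) 20.9 CPM against none, at least 212-fold (edgeR adjusted p = 0.002). Hoxd11 overlaps other genes of its cluster and is uncertain. RP24-286J21.7 had none at E12 against 19.3 ± 3.68 CPM, at least 42.0-fold lower (edgeR adjusted p = 0.00168). The processed pseudogene Gapdh-ps14 (chromosome 8, 41608668 to 41609669, minus strand) had none against 1.75 ± 0.391 CPM, at least 3.85-fold lower (edgeR adjusted p = 0.0359); it is uncertain and kept its call in 12 of 21 alternatives. Irs4 (chromosome X, 141710998 to 141725263, minus strand) held 0.769 against 15.7 ± 0.538 CPM (log2 fold change -4.36, standard error 0.91, edgeR adjusted p = 0.0284).

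Gene types of the calls were counted where GENCODE gave a type. Pseudogenes made up 13.4% of tested genes. Among genes higher at E11 they made up 45.4% over both widths (154 of 339), 79.2% at 10 µm (358 of 452) and 59.0% at 25 µm. Among genes higher at 10 µm than at 25 µm in E11 they made up 96.1% (274 of 285). Among genes lower at E11 they made up 5.74% over both widths, 3.62% at 10 µm and 27.9% at 25 µm, and among genes higher at E12 7.58%. All pseudogenes together held 132210 ± 11144 CPM in E11 10 µm (n = 2), 93569 ± 3401 in E11 25 µm (n = 2), 96579 ± 13953 in E10 10 µm (n = 2), 85581 in E10 25 µm (n = 1), 65754 ± 1940 in E10 50 µm (n = 3) and 59846 in E12 50 µm (n = 1). With pseudogenes left out of the fit, an alternative chosen after seeing the data, the calls fell to 350 for stage over both widths, 43 at 10 µm, 30 at 25 µm and 26 for width at E11. They were 16 for width at E10 and 346 for E12.

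**Figure D2:**
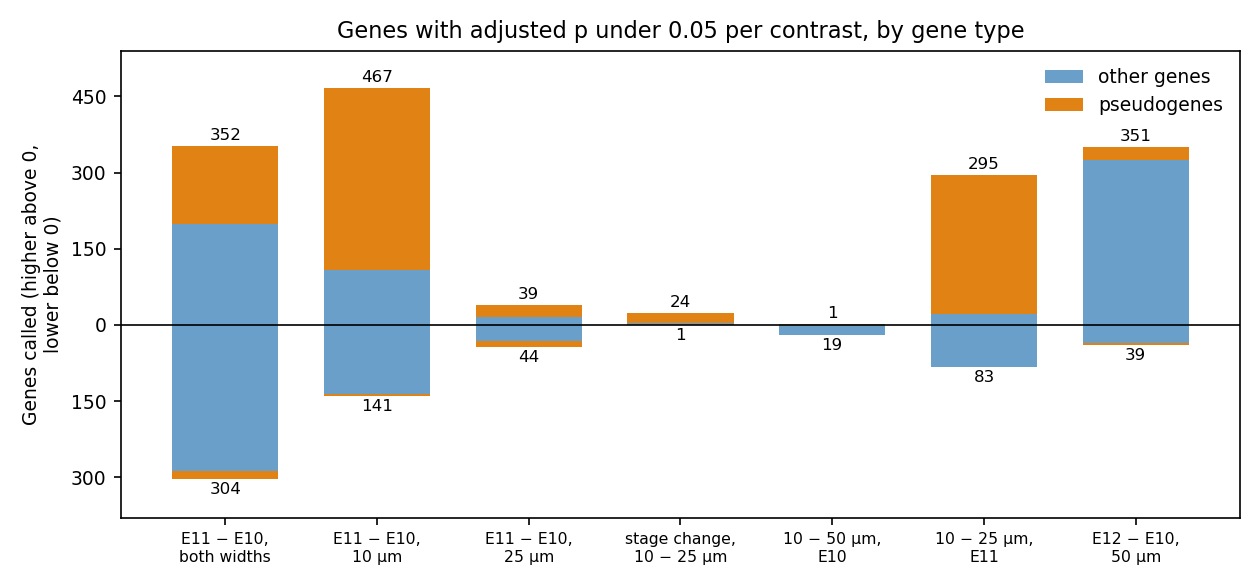
Genes called by edgeR in each comparison (adjusted p under 0.05), higher above 0 and lower below 0, divided into pseudogenes and other genes. Totals are printed on the bars; groups hold 1 to 3 libraries.

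Marker lists chosen in advance were read from the same tests, with the number of calls over all genes followed by the number adjusted over the list alone. For E11 against E10 over both widths they were 2 and 3 of 9 red cell genes, 0 and 0 of 8 heart muscle genes, 0 and 6 of 8 liver genes, 0 and 1 of 7 neural progenitor genes, 2 and 3 of 7 neuron genes and 1 and 3 of 8 eye and pigment genes. They were 1 and 1 of 7 endothelium genes, 0 and 1 of 6 epithelium genes, 0 and 1 of 7 mesenchyme and cartilage genes, and 0 and 0 of 7 muscle and somite genes. At 10 µm they were, in the same order, 1 and 1, 0 and 0, 0 and 7, 0 and 1, 1 and 2, 0 and 0, 1 and 1, 0 and 2, 1 and 1, and 0 and 0. At 25 µm no list gene passed over all genes, and 1 eye and pigment gene passed over its list. For width at E10 none passed over all genes, and 5 neuron genes, 1 endothelium gene and 1 epithelium gene passed over their lists. For width at E11 none passed over all genes, and 1 neuron gene and 1 mesenchyme gene passed over their lists. For E12 they were 6 and 7 red cell genes, 0 and 0 heart, 0 and 7 liver, 0 and 3 neural progenitor, 0 and 3 neuron, 0 and 0 eye, 0 and 0 endothelium, 1 and 1 epithelium, 2 and 3 mesenchyme, and 2 and 4 muscle genes.

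Genes of these lists called over all genes were lower at E11 over both widths in 6 cases. They were Hbb-bh1 (chromosome 7, 103841637 to 103843164, minus strand; log2 fold change -1.095, edgeR adjusted p = 0.0485), Hbb-bt (chromosome 7, 103812524 to 103813996, minus strand; -1.09, 0.0457), Dcx (chromosome X, 143855842 to 143933311, minus strand; -1.25, 0.0363), Stmn2 (chromosome 3, 8509360 to 8561606, plus strand; -1.20, 0.0406), Rax (chromosome 18, 65928277 to 65939787, minus strand; -4.13, 0.0403) and Emcn (chromosome 3, 137341067 to 137432185, plus strand; -1.36, 0.0205). Hbb-bh1 kept its call in 6 of 21 alternatives, Hbb-bt in 8 of 21, Rax in 11 of 22, Stmn2 in 12 of 22, Dcx in 15 of 22 and Emcn in 19 of 22. At 10 µm, Hbb-bt (-1.60, edgeR adjusted p = 0.0295), Dcx (-1.55, 0.0468), Emcn (-1.82, 0.0147) and Sox9 (chromosome 11, 112782224 to 112787760, plus strand; -1.81, 0.0297) were lower. At E12 against E10, Hba-a1 (chromosome 11, 32283511 to 32284465, plus strand; log2 fold change 2.74, edgeR adjusted p = 0.0075), Hba-a2 (chromosome 11, 32296489 to 32297298, plus strand; 2.40, 0.0158), Hbb-bs (chromosome 7, 103826534 to 103828096, minus strand; 5.96, 2.27e-05) and Hbb-bt (4.56, 4.45e-05) were higher and Hbb-bh1 was lower (-3.28, 0.0059). Krt5 (chromosome 15, 101707070 to 101712898, minus strand; 5.54, edgeR adjusted p = 0.00502), Col1a1 (chromosome 11, 94936224 to 94953042, plus strand; 2.56, 0.0155), Col1a2 (chromosome 6, 4504814 to 4541544, plus strand; 2.24, 0.0435), Myod1 (chromosome 7, 46376474 to 46379099, plus strand; 5.11, 0.0213) and Myog (chromosome 1, 134289989 to 134292548, plus strand; 5.81, 0.00168) were higher at E12. The adult globin genes come in near-identical pairs, so the split between the copies is uncertain. No called list gene changed direction under any alternative.

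Summed list levels in CPM are given for E10 50 µm, E10 25 µm, E10 10 µm, E11 25 µm, E11 10 µm and E12 50 µm (n = 3, 1, 2, 2, 2 and 1). The heart muscle list held 900 ± 378, 1227, 1333 ± 1864, 2667 ± 332, 2593 ± 3572 and 1220. At 10 µm, replicates differed widely: 2651 and 14.5 in E10 and 67.7 and 5119 in E11. The liver list held 118 ± 44.7, 83.1, 19.8 ± 3.55, 1478 ± 228, 2049 ± 2801 and 3883, with 68.5 and 4030 in the E11 10 µm replicates. The red cell list held 24780 ± 7713, 20468, 27704 ± 7247, 17725 ± 3941, 21207 ± 1242 and 89594. The neural progenitor list held 3752 ± 531, 2798, 3183 ± 801, 2611 ± 338, 1517 ± 703 and 1367, and the neuron list 2260 ± 485, 1378, 722 ± 45.8, 618 ± 124, 328 ± 179 and 793. The eye and pigment list held 38.4 ± 29.3, 71.6, 196 ± 2.04, 26.8 ± 2.999, 73.3 ± 26.2 and 42.9. The endothelium list held 177 ± 45.7, 192, 242 ± 85.5, 198 ± 6.20, 159 ± 20.9 and 221, and the epithelium list 55.9 ± 15.2, 102, 66.2 ± 48.3, 149 ± 76.4, 193 ± 95.6 and 119. The mesenchyme and cartilage list held 872 ± 103, 1283, 1185 ± 510, 1016 ± 1.31, 976 ± 71.2 and 2801, and the muscle and somite list 82.2 ± 4.85, 44.1, 13.7 ± 12.9, 72.9 ± 4.14, 21.6 ± 7.38 and 81.7.

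**Figure D3:**
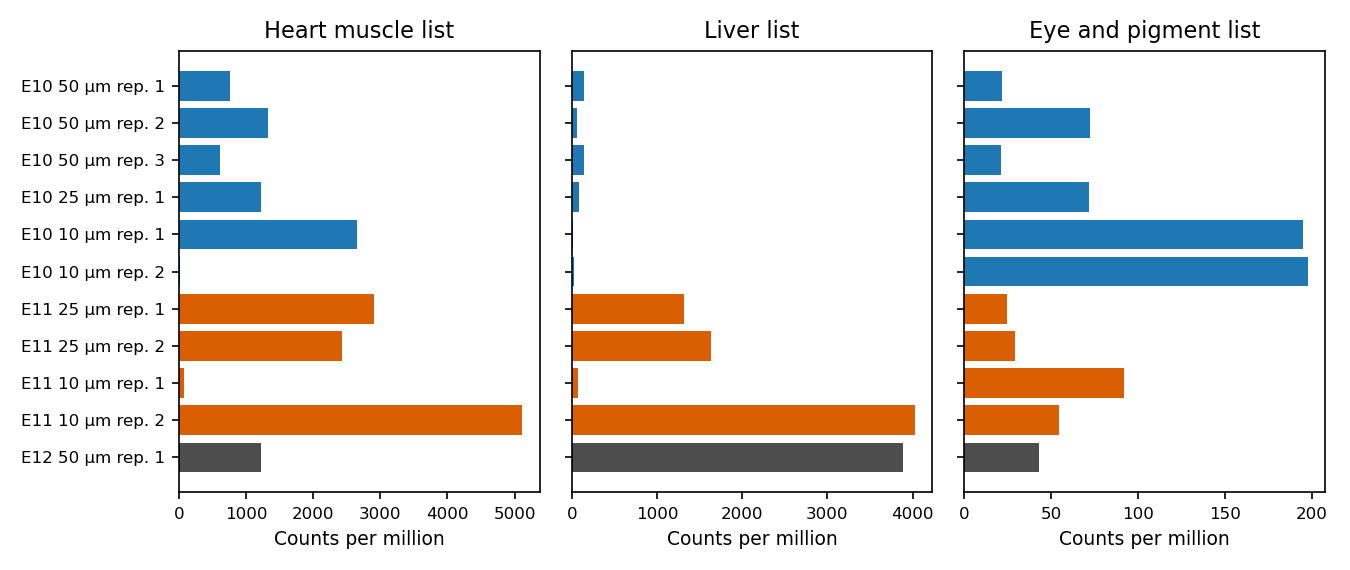
CPM of the heart muscle, liver, and eye and pigment lists in each of the 11 transcript libraries. Bars are coloured by stage.

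Sex-linked transcripts were read per library. The 4 Y-linked genes of the list summed to 149.6 ± 17.1 CPM in the 6 E10 libraries and to 242 CPM at E12, while the 4 E11 libraries held 1 Y-linked count together. Xist (chromosome X, 103460366 to 103483254, minus strand) had no count in E10 and E12 libraries and 2.06 ± 0.71 CPM in E11 25 µm (n = 2) and 7.01 ± 2.18 CPM in E11 10 µm (n = 2). All 5 sex-linked genes were called over all genes and over their list for stage over both widths and at 10 µm (Xist, edgeR adjusted p = 0.0202 and 0.00921). At 25 µm 4 were called over all genes and 5 over the list, and at E12 0 and 1. For width at E10 and at E11 none was called either way. E11 and sex were therefore not separable in these libraries, while E10 and E12 libraries both carried Y-linked transcripts.

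Globin ratios within red cell transcripts were compared between 4 E11 and 6 E10 libraries. The log2 ratio of adult to embryonic globin was -0.73 ± 0.15 at E11 and -0.95 ± 0.23 at E10, a difference of 0.22 (two-sided exact permutation p = 0.138, adjusted over both ratios 0.138), and was 1.88 at E12. The log2 ratio of Hbb-y (chromosome 7, 103851749 to 103853216, minus strand) to Hbb-bh1 was 2.59 ± 0.35 at E11 and 1.79 ± 0.32 at E10, a difference of 0.80 (exact permutation p = 0.0190, adjusted 0.0381), and was 6.09 at E12. Permuting within pixel width moved this most. That setting left out the E10 50 µm libraries and averaged the differences at 10 and 25 µm, which is what moved the value. The difference was then 1.02 with an exact permutation p = 0.0556, the smallest possible there, and 0.38 for the adult ratio (exact permutation p = 0.0556). Leaving out a library kept the difference in the Hbb-y ratio at 0.69 to 0.91, but its adjusted p passed 0.05 in 7 of 10 omissions (exact permutation, adjusted 0.0159 to 0.0714). The adult ratio stayed above 0.05 in all 10. At E12, Hbb-bs held 8910 CPM and Hbb-bt 8355 CPM, against 139 ± 39.8 and 345 ± 59.4 CPM in E10 50 µm (n = 3).

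**Figure D4:**
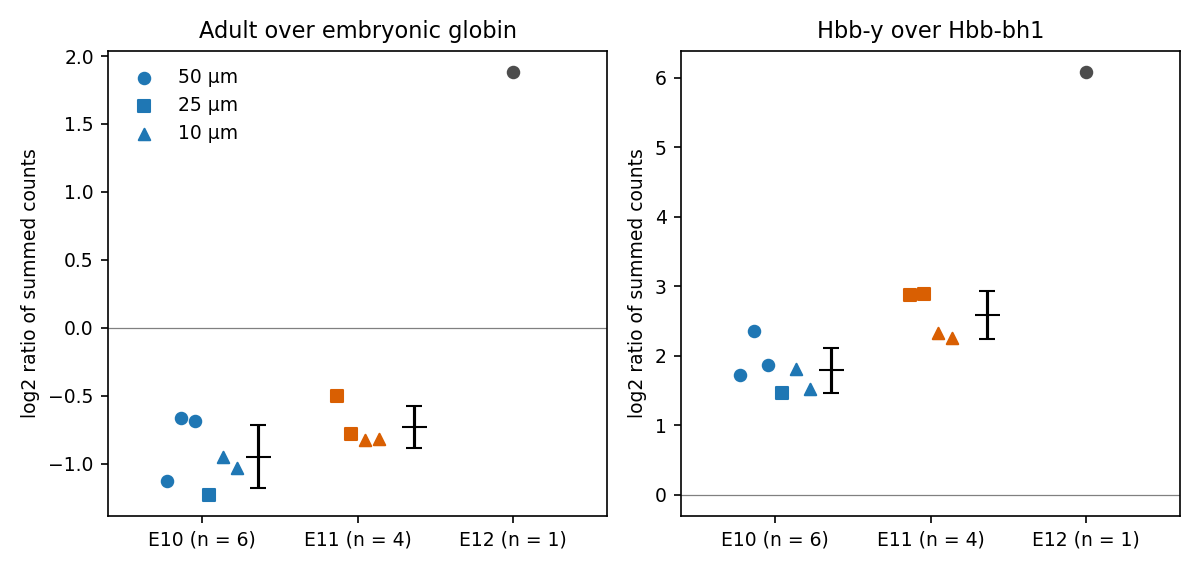
Log2 ratio of adult to embryonic globin (left) and of Hbb-y to Hbb-bh1 (right) in each transcript library by stage (E10, n = 6; E11, n = 4; E12, n = 1), with marker shape for pixel width. Black bars are means with SD, and the line marks 0.

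Spatial structure was measured as Moran's I of each gene among neighbouring tissue pixels. A median of 662 genes per library reached 0.1, from 63 in E10 25 µm to 1318 in E10 50 µm replicate 3, and the largest value after shuffling was 0.0562 to 0.105. The count was 1227, 1294 and 1318 in E10 50 µm, 298 and 158 in E10 10 µm, 662 and 1011 in E11 25 µm, 113 and 194 in E11 10 µm, and 814 at E12. The median moved most in genes with a threshold of 0.05 (1745) and most by ratio with pixels thinned to 1000 counts (78), and was 116 with row and column means removed. The order of libraries changed with thinning: E10 25 µm then had 144 genes, and E10 50 µm had 69, 93 and 78. Only 601 of the 1766 pixels of E10 25 µm were left, so depth was not separated from the selection of deeper pixels. Thinned pixels were not shuffled, so how many of these genes would reach 0.1 by chance is unknown. Before thinning, the genes assessed ran from 3377 in E10 25 µm to 12396 in E10 50 µm replicate 1, which also affects the counts. In E10 50 µm (n = 3) the highest values belonged to Ttn (0.638 ± 0.144), Myl7 (0.612 ± 0.146), Myh7 (0.612 ± 0.140), Hbb-y (0.607 ± 0.0259) and Ccnd2 (0.599 ± 0.0902). In E10 25 µm (n = 1) they were Myh6 (0.394), Ttn (0.355), Myh7 (0.345), Hbb-y (0.296) and Myl2 (0.280). In E10 10 µm (n = 2) they were Hbb-y (0.604 ± 0.0722), Hba-x (0.545 ± 0.0922), Hba-a1 (0.528 ± 0.0926), Hba-a2 (0.509 ± 0.118) and Hbb-bh1 (0.432 ± 0.0970). In E11 25 µm (n = 2) they were Myh7 (0.774 ± 0.000995), Myh6 (0.728 ± 0.0371), Myl2 (0.721 ± 0.0177), Myl3 (0.714 ± 0.0195) and Pax6 (0.714 ± 0.0466). In E11 10 µm (n = 2) they were Hbb-y (0.486 ± 0.0791), Hba-a2 (0.400 ± 0.0881), Hba-a1 (0.396 ± 0.0859), Hba-x (0.343 ± 0.0218) and Hbb-bh1 (0.333 ± 0.0989), and at E12 (n = 1) Hbb-bt (0.747), Hba-a1 (0.735), Hba-a2 (0.726), Hbb-bs (0.712) and Afp (0.692). With row and column means removed, the highest values in E10 50 µm were those of Hbb-y (0.410), Hba-x (0.381), Hba-a1 (0.380), Myh7 (0.379) and Hba-a2 (0.373), ahead of Ttn and Myl7 (0.365 each) and Ccnd2 (0.323). Pax6 in E11 25 µm (0.464) and Afp at E12 (0.424) also left the highest 5, and the other 3 groups kept the same 5 genes. These values are descriptions of sections and carry no p-value, because pixels are not replicates. Genes not placed above lie at chromosome 2, 76703980 to 76982547, minus strand (Ttn); 11, 5896637 to 5898782, minus (Myl7); 14, 54970684 to 54994626, minus (Myh7); 14, 54941921 to 54966927, minus (Myh6); 6, 127125162 to 127152193, minus (Ccnd2); 5, 122100951 to 122113472, plus (Myl2). The others lie at chromosome 9, 110741861 to 110769798, plus (Myl3), 2, 105668900 to 105697364, plus (Pax6), 11, 32276400 to 32278116, plus (Hba-x) and 5, 90490737 to 90508907, plus (Afp). Ranks of genes by Moran's I correlated at a median of 0.430 in 6 pairs of libraries within groups and 0.361 in 49 pairs between groups, and at 0.193 and 0.179 after row and column means were removed.

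Counts per pixel were compared between rows and columns of the grid. Rows and columns together explained a median of 73.7% of the variance of log2 counts per tissue pixel in transcript libraries, from 26.6% at E12 to 88.7% in E10 10 µm replicate 1, with 42.8% in E10 25 µm and 43.6% and 46.6% in E11 25 µm, and 42.6% to 87.1% in antibody libraries. After pixels were shuffled the mean was 4.13% to 9.81%.

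Antibody and transcript signal were compared in the 4 sections with both. Of 22 antibodies, 18 were paired with a cognate gene. An antibody was used where the transcript of that gene was seen in at least 1% of tissue pixels. The other 4 (folate receptor, Ly-6A-E, erythroid and pan-endothelial) were assigned no gene here, which does not mean that none exists. The median Spearman's rho over antibodies was 0.0413 in E10 50 µm replicate 3 (13 antibodies, 8 above 0, two-sided permutation p = 0.0016, adjusted over the 4 sections 0.0032) and 0.0521 in E10 50 µm replicate 1 (13, 9 above 0, permutation p = 0.0002, adjusted 0.0008). It was 0.0447 in E10 25 µm (6, 4 above 0, permutation p = 0.0085, adjusted 0.0113) and 0.0159 in E10 10 µm replicate 2 (8, 5 above 0, permutation p = 0.171, adjusted 0.171). The 8 antibodies of this last section include KIT and ESAM, which were nearly absent there; without them, an alternative chosen after seeing the data, the median was 0.0159 (6, 4 above 0, permutation p = 0.331). The mean over sections was 0.0385 ± 0.0157 (n = 4), against -0.0024, -0.0052, -0.0097 and -0.0019 for reassigned pairs. Raw counts moved this most, to a mean of 0.110, and with them no section passed 0.05. Leaving out a section gave means of 0.0340 to 0.0461. By gene, the mean rho was 0.134 for Epcam (2 sections; chromosome 17, 87635979 to 87651129, plus strand), 0.106 for Itga2b (2; 11, 102453297 to 102470122, minus), 0.0796 for Kdr (4; 5, 75932827 to 75978458, minus) and 0.0733 for Notch1 (4; 2, 26457903 to 26516663, minus). It was 0.0607 for Icam2 (3; 11, 106377656 to 106388075, minus), 0.0540 for Cd63 (4; 10, 128900989 to 128912822, plus), 0.0530 for Ptprc (2; 1, 138062861 to 138175708, minus) and 0.0196 for Esam (3; 9, 37528078 to 37538319, plus). It was 0.00579 for Kit (4; 5, 75574916 to 75656722, plus), -0.00151 for Cd55 (2; 1, 130439027 to 130462744, minus), -0.00519 for Itga4 (4; 2, 79255426 to 79333123, plus), -0.0315 for Procr (2; 2, 155751117 to 155755471, plus) and -0.0414 for Nrp1 (4; 8, 128358604 to 128503363, plus). Without the 10 µm section, the mean was 0.0184 for Kit (3 sections) and 0.0171 for Esam (2 sections). The pairing of Nrp1 rests on the name CD304 and is uncertain.

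**Figure D5:**
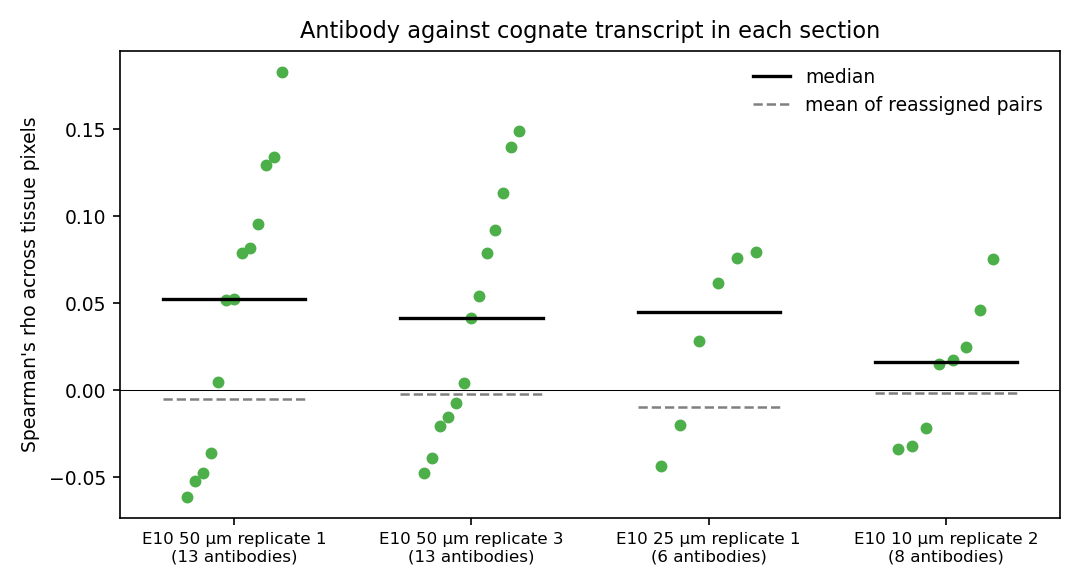
Spearman's rho of each antibody with its cognate transcript across tissue pixels in the 4 E10 sections. The black line is the median of the section, and the dashed grey line is the mean of reassigned pairs.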

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

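The tests of explanations in this part, the tally over all pseudogenes and the fit without pseudogenes were chosen after the result was seen, while the comparison of stage changes and its other alternatives were set before. The stage change at 10 µm minus the stage change at 25 µm was compared by edgeR in 7 libraries (n = 2 and 2 at 10 µm, 2 and 1 at 25 µm). By edgeR, 25 genes were called (24 with a larger change at 10 µm and 1 with a smaller change; 1539 at unadjusted p under 0.05), and by DESeq2 110. The count was 223 with no filter on low counts, and no gene was called without pseudogenes (edgeR, 1107 at unadjusted p under 0.05; this alternative was chosen after seeing the data). It was 16 without E10 50 µm replicate 3, 13 without E10 10 µm replicate 1, 12 without E11 25 µm replicate 1, 2 without E11 25 µm replicate 2 and 38 without E11 10 µm replicate 2. Differences in log2 fold change were 8.17 for Rps19-ps13 (chromosome 18, 40726269 to 40726709, plus strand; standard error 0.75, edgeR adjusted p = 0.00153), 5.85 for Rps24-ps2 (chromosome 3, 3791898 to 3792292, plus strand; 0.76, 0.00912) and -6.65 for Scube2 (chromosome 7, 109798676 to 109865679, minus strand; 1.11, 0.0371). Rps19-ps13 held 50.6 and 66.7 CPM in E11 10 µm, 0.79 and 0.651 CPM in E11 25 µm, 7.04 CPM in E10 25 µm, and 1.67 and 1.70 CPM in E10 10 µm. Scube2 held 80.9 and 60.7 CPM in E11 25 µm and 0.64 CPM in E10 25 µm. Scube2 kept its call in 10 of 21 alternatives. Of the marker lists, 1 endothelium gene passed over its list and no list gene passed over all genes. Of the 25 genes 84% were pseudogenes, against 13.4% of tested genes (Fisher's exact p across genes = 3.29e-15), and 3 were protein-coding. Reads shared between pseudogenes and their parent genes, counted differently in the E11 10 µm libraries, could produce the rise at 10 µm. They leave the change at 25 µm open. Every called pseudogene was lower at E11 at 25 µm, with log2 fold changes of -0.188 (Gm12460) to -4.65 (Gm6177). A property of the single E10 25 µm library stays open without a replicate. That library was the highest E10 library for all called genes except Scube2, Rpl32-ps and Rpl31-ps17. Nemp2, for example, held 83.1 CPM there and 6.67 to 9.25 CPM in the other E10 libraries. The called genes were selected by a contrast that includes this library, so their values cannot decide the question. Over all 2375 tested pseudogenes, that library was the highest E10 library for 26.7%, against 24.7% of protein-coding genes, and 40.4% were lower at E11 at 25 µm. The depth of the E10 25 µm library was an unlikely cause, because thinning every library to the smallest total gave 30 calls. A different part of the embryo in the sections could explain protein-coding genes such as Scube2, but with 3 of them this cannot be told apart from other causes. The pixel width, the part of the embryo and the embryo itself were not varied separately. Sections of the same part of embryos of the same sex, at both pixel widths, would test this.

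The 5 antibodies against FCER1A, MAdCAM-1, NK-1.1, P2RY12 and SiglecH stayed outside the correlations in every section, with their transcripts almost absent. In E10 25 µm and E10 10 µm replicate 2, further antibodies fell below the 1% limit for the correlations. Examples were Procr (0.0566% and 0.132% of pixels) and Ptprc (0.340% and 0.572%). Their counts are not in the shares that follow. The 5 antibodies took 35.4% of antibody counts in E10 50 µm replicate 3 and 44.0% in E10 50 µm replicate 1 (n = 1 each). The same 5 took 29.8% in E10 25 µm and 49.0% in E10 10 µm replicate 2 (n = 1 each). The transcripts of these 5 together held 8, 22, 1 and 20 counts in the tissue of the same sections and were seen in at most 0.815% of pixels for any gene. A comparison of their spatial structure with that of the other antibodies, set before, was dropped, because several of these antibodies are among the deepest and structure tended to rise with depth. If all 5 were held evenly across a section without their targets, their shares among themselves would be flat. With row and column means removed, the mean Moran's I of these shares was 0.243 in E10 50 µm replicate 3, 0.280 in E10 50 µm replicate 1, 0.264 in E10 25 µm and 0.118 in E10 10 µm replicate 2, against at most 0.0286 for any antibody in draws with even shares. An even hold of all 5 across the section is therefore an unlikely explanation, while holding by some tissues more than others may remain and was not tested. No biological explanation was tested. Staining with isotype controls of the same sections would be a test.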

How the results depend on the processing

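Sensitivity of the results to the alternatives is given here; the cause of a change was not tested unless stated. Counts per square micron reversed the relation of counts to pixel width (r = -0.784), because counts per pixel rose less than area did. Library medians per square micron were 11.3 to 40.2 at 10 µm and 1.42 to 4.53 at 50 µm. Over the 11 omissions of a library, r ran from 0.628 to 0.810 and p from 0.00718 to 0.0596. It weakened past 0.05 in 5 of them: 0.628, 0.641 and 0.630 without E10 50 µm replicates 1, 2 and 3, and 0.636 and 0.630 without E11 10 µm replicates 1 and 2. For genes per pixel, r ran from 0.665 to 0.832 and the unadjusted permutation p from 0.00466 to 0.0418. Its adjusted p passed 0.05 in the same 5 omissions, where it was set by the p for counts.

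For the calls of E11 against E10 over both widths, the count moved to 1988 with no filter on low counts, 281 with only the groups of the contrast, 987 with the additive model, 350 without pseudogenes and 1377 with DESeq2, and leaving out a library gave 144 to 1465. At 10 µm these were 1835, 349, 987, 43 and 968, with 279 at a minimum of 50 counts in 2 libraries, 351 after thinning, and 190 to 1258 without a library. At 25 µm they were 671, 443, 987, 30 and 393, and 17 to 218 without a library. The additive model gives the same change at both widths by construction, and 2 of the 83 calls at 25 µm reversed direction under it. For the difference between stage changes the count moved to 223 with no filter, 0 without pseudogenes (edgeR, 1107 at unadjusted p under 0.05), 110 with DESeq2, and 2 to 38 without a library. The median of all genes in that contrast was -0.17, -0.06 with DESeq2, -0.03 after thinning and -0.06 at a minimum of 50 counts.

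For width at E10 the count moved to 731 with no filter, 12 at a minimum of 50 counts, 32 with only its groups, 148 with the additive model, 8 after thinning and 397 with DESeq2, and 0 to 164 without a library (edgeR, 1618 at unadjusted p under 0.05 without E10 50 µm replicate 1). For width at E11 it moved to 870, 204, 82 (additive) and 231 (thinned), with 26 without pseudogenes and 33 to 463 without a library. For E12 it moved to 1328 with no filter, 105 at a minimum of 50 counts, 1324 with only its groups, 174 after thinning and 98 to 969 without a library. DESeq2 changed the share of calls that were higher: 237 of 393 at 25 µm, 84 of 110 for the difference, 223 of 397 for width at E10 and 338 of 521 for E12. The fits without pseudogenes and with identifier columns kept apart were chosen after seeing the data; the latter gave 657, 606, 83, 25, 20, 378 and 390. The additive model gives no value for the difference between stage changes, and leaving out the only library of a group gives none for contrasts that need it.

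Replicate numbers in the E11 titles were tried as a block. The numbers share nothing else that is stated: deviations of replicate 1 from its group mean correlated at 0.0544 between the E11 groups. With the block, width at E10 gave 0 calls (edgeR, 2188 at unadjusted p under 0.05).

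Of 802 values for the 37 results of named genes, 669 kept the call, 133 lost it and 0 reversed. The difference in the Hbb-y ratio weakened in its p-value when permuted within pixel width, without the E10 50 µm libraries (1.02, exact permutation p = 0.0556). Over the 10 omissions of a library it ran from 0.69 to 0.91, and its adjusted p passed 0.05 in 7 of them (exact permutation, adjusted up to 0.0714). The correlation of antibodies and transcripts moved to a mean of 0.110 with raw counts, which share the depth of the pixel, and weakened in its p-value in E10 50 µm replicate 3 (0.153, permutation p = 0.197), E10 50 µm replicate 1 (0.213, permutation p = 0.493) and E10 25 µm (0.0413, permutation p = 0.225). It weakened in E10 25 µm to 0.00805 (permutation p = 0.235) after row and column means were removed. The median number of genes with Moran's I of at least 0.1 moved to 1745 at a threshold of 0.05, 178 at 0.2, 116 after row and column means were removed and 78 after thinning. The agreement of ranks within groups moved to 0.193 after row and column means were removed.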

Other observations

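The tests of explanations in this part were chosen after the result was seen, some of them on fits with thinning or with row and column means removed that had been set before, except for 8 tests set before: the share of sex chromosomes among stage calls, 3 tests of rows and columns (smooth thickness over rows and columns together, barcode efficiency, channels of a chip), the tissue test for KIT and ESAM, the test of the erythroid antibody, and 2 tests of pseudogene levels by ratio. The latter 2 did not decide. Y-linked transcripts were present in every E10 and E12 library and almost absent from the 4 E11 libraries. At the mean E10 rate the E11 libraries would hold 2700 Y-linked counts, and they held 1, so their depth is an unlikely cause. The lowest Xist level in an E11 library was 1.56 CPM, against no count in E10 and E12, which is consistent with E11 sections from embryos without a Y chromosome. Of the stage calls with a position, 5.04% lay on X or Y, against 4.18% of tested genes, so sex-linked genes are unlikely to make up most of the calls. Autosomal genes that differ by sex could not be separated from stage, because every E11 section lacked Y-linked transcripts. Sections of both sexes at E10 and E11 would test this.

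Chance may explain the number of stage calls under the model of stage and width (987). In 2 of 35 ways to group the 7 libraries, the real stages included, as many genes were called. The other was E10 with E11 25 µm replicate 2 on the same side. It kept the other E11 libraries against all E10 libraries, so it still held part of the stage difference. In 26 ways no gene was called. The smallest share possible with 35 ways is 2.86%, and the share reached was 5.71%. More libraries per stage would be needed to exclude chance.

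Pseudogenes were higher in the E11 10 µm libraries than elsewhere. Genomic DNA counted as transcripts is an unlikely cause: olfactory and vomeronasal receptor genes, silent in most embryonic tissue, rose by 0.0450 CPM per gene, against 9.95 CPM per pseudogene. By ratio the same question stayed open, since receptor genes were 2.34 times as high in E11 10 µm as the mean of the other libraries, from very few counts and with E10 25 µm the highest of all, so by this test it cannot be told apart from other causes. Reads shared with parent genes could explain the rise. In 353 pairs of a pseudogene and its parent, the median log2 fold change (E11, 10 against 25 µm) was 1.00 larger for the pseudogenes than for the parents. Ribosomal protein pseudogenes were 1.87 times as high as in the other libraries and other pseudogenes 1.57 times, and by this test shared reads cannot be told apart from other causes either. Lower depth of the E11 10 µm libraries is unlikely, because 173 genes were still higher at 10 µm after thinning every library to the smallest total. Alignment of the reads with multiple matches kept apart would test shared reads.

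Some autosomal genes were at 1 CPM or more in every E10 library and had at most 3 counts in each E11 library, a limit that lies near 1 CPM in the shallower E11 libraries, so low levels at E11 are not excluded. There were 23 of these, by a rule set after a listing of such genes had been seen, and 11 were at or above their lowest E10 level in the E12 library. The same rule the other way, low at E10 and present in every E11 library, gave 19 genes, of which 10 were at or above their lowest E11 level in E12. A change with stage would be likely to go on to E12, and a difference in genotype or strain between embryos could end at any stage, so with 11 of 23 these 2 explanations cannot be told apart. Clusters of neighbours such as Zfp968, Zfp969, 2210418O10Rik and Gm14296 on chromosome 2 were low together at E11 and back at an E10 level in E12. The part of the embryo in each section, which the labels do not give, could also produce such patterns and was not tested. Genotypes of the embryos would test the explanation by genotype or strain, but not that by part.

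Rows and columns of the grid explained much of the variance of counts per pixel, though less in 25 µm sections and at E12 (26.6% to 46.6%) than in the others. The median correlation between neighbouring rows or columns was 0.548, for columns of all transcript libraries 0.705 (0.499 to 0.866), for rows of the E11 and E12 libraries 0.537 (0.346 to 0.820), and for rows of the E10 libraries 0.101 (-0.244 to 0.331). Smooth changes of thickness across a section may act along columns and along the rows of E11 and E12 libraries. Over rows and columns together they cannot be told apart from other causes, and they are unlikely for the rows of E10 libraries. Efficiency tied to the barcode of a row or column could give steps shared between sections, but their median correlation of 0.220 cannot be told apart from other causes. Steps in the antibody and transcript libraries of the same section had a median correlation of 0.752, which is consistent with channels of a chip shared by both assays, though tissue shared by both assays could add to it. A section measured again with the channels reversed would be a test.

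KIT and ESAM antibodies were nearly absent from the E10 10 µm antibody library, with 0.101% and 0.0806% of its counts (1786 and 1428 counts), against 5.47% to 7.90% and 2.20% to 6.23% in the other sections. Less of the tissue that carries both proteins is an unlikely cause, since the transcript levels of Kit and Esam were 0.986 and 0.699 times the mean of the other sections. Lower depth of this library is unlikely too, with at least 39054 counts expected for either antibody. An omission of these antibodies from the mixture used there may be the simplest cause left and was not tested; a record of the antibodies used on that section would test it.

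Antibody and transcript signal correlated weakly across pixels. Channel effects shared by both assays are an unlikely cause in the 50 µm sections, where the lower median correlation was 0.0341 after row and column means were removed. In the 25 µm section they could account for it, because the median fell to 0.00805 (permutation p = 0.235). The comparison set before covered 2 antibodies named for a cell type. The erythroid antibody followed the transcripts of its own list best in 0 of 4 sections, although that list holds the most counts, which makes it unlikely that it mainly follows red cell transcripts. For the pan-endothelial antibody, the red cell list came first (0.273 to 0.367) and the endothelium list second (0.186 to 0.233) in 4 of 4 sections, but the red cell list holds far more counts. In a comparison added after this was seen, the other lists were thinned to the counts of the endothelium list. The endothelium list then came first in 4 of 4 sections, with the red cell list at 0.119 to 0.193. In E10 10 µm replicate 2 the closest other list was eye and pigment (0.155, against 0.212 for endothelium). An antibody that follows the transcripts of that cell type could give this order. No gene was assigned to this antibody, so the endothelium list may include the gene of its own target. Serial sections at smaller pixel width would test this further.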
